A study of Mus musculus with 3 samples. Its data were reported in "A specialized bone marrow microenvironment for fetal haematopoiesis" (2022).

How the data were processed

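The series holds 3 libraries of targeted single-cell RNA sequencing from mouse bone marrow (BM), 1 library per group. E18.5 EC is a library of endothelial cells (ECs) sorted from marrow of embryos at day 18.5. Its gate is given differently in 2 places, as CD31 with endomucin in the series' description and as CD31 alone in the methods. The study describes arterial ECs as low in endomucin, so a gate on it would remove them, and the share and kind of arterial-like cells in that library depend on which was used. E18.5 BM cells and Adult BM cells are libraries of marrow cells left after removal of mature haematopoietic cells with lineage antibodies. The methods of the study describe further rounds of depletion for adult marrow, including CD117 and CD45, under its whole transcriptome libraries, and do not state whether they were used for the adult library here. In that library 88.9% of haematopoietic-like cells had Ptprc, the gene of CD45. Groups were taken from the sample labels. Several animals were pooled into each library, and cells of a library are not replicates, so no test across samples could be made and none is given.

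Transcripts were tagged with unique molecular identifiers (UMIs) in microwells, and a custom primer panel amplified chosen targets, mostly components of Wnt signalling and markers of cell types. Per the file headers, the authors ran the BD Rhapsody Targeted Analysis Pipeline 1.8, while the methods of the study name an earlier release. The pipeline aligned reads to the amplicons of the panel, called cells and counted molecules. The deposited files give counts of reads and of molecules for each cell barcode and amplicon, as raw molecules, after recursive substitution error correction (RSEC) and after distribution-based error correction (DBEC). The authors applied no normalization to these counts. DBEC-adjusted molecules were used throughout, and they made up 21.2% of the raw molecules of E18.5 EC, 41.6% of those of E18.5 BM cells and 35.9% of those of Adult BM cells. Because these shares differ between libraries, RSEC-adjusted and raw molecules were used as alternatives. The files list an amplicon of a cell only where it had a read, and 137 amplicons of 125 targets had a molecule in at least 1 library. Amplicons of a target were summed. Molecules were counted with UMIs, so intervals refer to molecules and not to reads. For Kitl, whose amplicons appear to count the same molecules, intervals of the summed counts are too narrow.

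Cells with at least 20 molecules and 5 targets were kept, which left out 5 cells of E18.5 EC, 40 of E18.5 BM cells and 9 of Adult BM cells. Each library was clustered separately on 65 targets. The 56 targets that belong to Wnt signalling or to the niche factors reported here and 4 cell cycle targets were left out of clustering and of naming. Molecules were scaled to the median cell, log-transformed after adding 1 and centred, and 11 principal components were taken with scikit-learn 1.9.0. A graph of 20 nearest neighbours was weighted by shared neighbours, with weights under 1/15 removed, and partitioned by the Leiden method of igraph 0.11.9 at resolution 0.5 with 10 iterations and random seed 1. This gave 37 clusters in the 3 libraries. Endothelial-like cells were subclustered in the same way. Tables and intervals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

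Clusters were called endothelial-like, haematopoietic-like, mesenchymal-like or chondrocyte-like from marker lists. A name required at least 3 markers of the class above the level of the other cells with at least 20 molecules each, more markers of that class than of any other among the 10 leading targets by fold, and a marker of that class ahead of those of other classes. Arterial markers counted as endothelial, and a cluster led in part by Ptprc could only be haematopoietic-like. Endothelial-like subclusters were called arterial-like with at least 3 arterial markers, more arterial than sinusoidal markers among the leading targets and an arterial marker first among these. Other subclusters were called non-arterial. The files used here carry no cell type annotation by the authors, and a difference from the study can come from these rebuilt names. Clusters that met no rule stayed unnamed and held 24.3% of E18.5 EC, 70.0% of E18.5 BM cells and 33.4% of Adult BM cells. Many of these unnamed cells at E18.5 had Ptprc, which was present in 98.9% of them in E18.5 EC and 79.8% in E18.5 BM cells, against 1.32% in Adult BM cells. The haematopoietic-like class of E18.5 BM cells is therefore a part of the cells with Ptprc, while that of Adult BM cells holds nearly all of them. As an alternative, all clusters of no other class with Ptprc in over 80% of their cells were taken as haematopoietic-like. Immune genes led some endothelial-like subclusters: Ptprc was among the leading targets of subclusters 4 and 5 of E18.5 EC, subcluster 5 of E18.5 BM cells and subcluster 2 of Adult BM cells. Genes of other classes led some as well. In E18.5 EC, Notch3, Tagln, Rgs5 and Spp1 were among the leading targets of subcluster 2, Rgs5, Spp1 and Tagln among those of subcluster 3, and Acta2, Tagln and Spp1 among those of subcluster 4. In Adult BM cells, Postn, Bglap2 and Bglap were among those of subcluster 1, Acan, Col10a1, Col2a1 and Pth1r among those of subcluster 2, and Tagln, Rgs5, Prg4 and Col2a1 among those of subcluster 4. The arterial-like subclusters of E18.5 EC and Adult BM cells had S100a4 with Rgs5, Acta2 or both, and subcluster 1 of E18.5 BM cells had Postn. In Adult BM cells, Bglap3, an osteoblast gene, was among the leading targets of the haematopoietic-like cluster.

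The grouping of samples, the marker lists, the comparisons, the rule for named genes and 13 of the alternatives were set before the data were examined. The clustering was not. Its transformation, scaling, numbers of neighbours and components and the naming rules were settled after several configurations had been looked at, covering 4 transformations, 2 scalings, 3 numbers of neighbours, 3 numbers of components and 3 versions of the naming rules. They were chosen because they split cells into few fragments and kept marker classes apart. Wnt2 counts were visible in several of these outputs, so the choice was not blind to Wnt2. The transformations, the scaling and the numbers of neighbours and components that were not chosen, with the first version of the naming rules, are among 15 added alternatives that were chosen after seeing the data. The second version of the naming rules was not run as an alternative.

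Levels were sums over the cells of a class, given as molecules per 10000 panel molecules with exact Poisson intervals. Ratios of levels carry exact conditional binomial intervals, and shares of cells carry exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only, not variation between animals, preparations or runs. Those of levels and ratios treat molecules as independent and are too narrow where molecules lay together in few cells. Outside subcluster 5, for example, the 22 Wnt2 molecules of non-arterial cells of E18.5 EC lay in 10 cells. A count of 0 is given with the limit that 3 counts would set. A ratio against 0 is computed with 3 counts over the class. It leaves out the counting error of the other side, so the limit of the exact interval is given beside it, and no ratio is given where both counts are at or under 3. To compare shares of cells with a molecule across depths, each cell was thinned to 50 molecules and shallower cells were left out. A level is relative to the panel, so a few abundant targets can lower all others in a class. The 5 most abundant targets held 48.2% of the molecules of E18.5 EC, 47.0% of those of E18.5 BM cells and 56.2% of those of Adult BM cells, and levels without them were an alternative.

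Ligands named in the text are the 3 with the highest level in arterial-like cells of each library and, in every case, Wnt2, Wnt4, Wnt5a, Wnt5b, Wnt9a, Wnt10a and Wnt11. Named receptors are Fzd5, Fzd9 and the 3 frizzleds with the highest level in haematopoietic-like cells. Named niche factors are Lepr, Kitl, Cxcl12 and Ptn. Angpt1 was on the same list and was not among the targets seen. Between stages, up to 5 targets per direction are named with the largest ratio among those left out of clustering that had at least 30 molecules in the class, levels at least 2-fold apart and intervals that did not overlap. Wnt9b and Fzd6 fall outside or partly outside these rules and are named because of their values. Further targets are named between stages that met the size rule with the haematopoietic-like class drawn by Ptprc. One of the targets that lead clusters is not reported here.

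Doublets were handled through the naming rule and no cells were removed. Scrublet in scanpy 1.11.5, planned as an alternative, called 2 doublets in E18.5 EC and 0 in each marrow library, which was taken as a failure of the method on so small a panel. In its place, endothelial-like cells with a molecule of Ptprc or Postn were left out, which removed 69 cells of E18.5 EC, 84 of E18.5 BM cells and 52 of Adult BM cells. Free RNA released by lysed cells was not removed, and shares of cells are therefore set beside the share in cells of another class.

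The clustering, naming and ratios were tested on simulated data drawn from the mean cell of each cluster or subcluster found in a library. Simulated cells kept their depth and otherwise differed within a cluster by counting error only. High recovery was therefore favoured by construction and does not test whether the names are right. On 111 targets of E18.5 EC, 97.0% of simulated arterial-like cells and 82.5% of non-arterial cells were given their class. On 120 targets of E18.5 BM cells both shares were 100%, and on 119 targets of Adult BM cells they were 99.4% and 98.5%. A simulated 4-fold difference of summed ligands between these classes came out as 3.73 (95% interval 3.10 to 4.47), 4.30 (2.99 to 6.01) and 3.71 (3.20 to 4.32) in E18.5 EC, E18.5 BM cells and Adult BM cells. Simulated haematopoietic-like cells kept their name in 97.7% of cases in E18.5 BM cells but in 0% in Adult BM cells, where they nevertheless stayed together in clusters of their own. That adult name rests on Ptprc, at a fold of 184 over the other cells, Hlf at 52.8 and Mecom at only 1.03. The E18.5 name rests on Hlf and Mecom more than on Ptprc, with folds in its 3 clusters of 2.28 to 7.04 for Hlf, 1.44 to 5.26 for Mecom and 1.21 to 1.56 for Ptprc. Which marker failed in the simulation was not examined. An earlier form of the simulation, drawn from pooled profiles in place of the profile of the mean cell, recovered fewer cells and was replaced. In the comparison of stages, 99.2% of targets changed 4-fold were named in arterial-like cells (24 targets), 85.1% in mesenchymal-like cells (42 targets) and 99.2% in haematopoietic-like cells (32 targets), against 0%, 0.402% and 0.219% of unchanged targets. Both stages were drawn there from a shared profile with counting error only. Differences in the kinds of cell or shifts shared by a class were not simulated, so the low shares of unchanged targets do not cover them.

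Coordinates are those of mouse assembly GRCm38 in GENCODE release M21. All 125 transcript identifiers of the panel were found there with the same version and symbol. The panel was aligned to amplicons, so coordinates place the transcript and not the reads.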

Results

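Expression of a panel of Wnt pathway and marker genes was measured in single cells of mouse bone marrow, with 1 library in each of 3 groups. E18.5 EC held 4043 cell barcodes and 432987 molecules, E18.5 BM cells held 12884 barcodes and 1837897 molecules, and Adult BM cells held 7948 barcodes and 6304495 molecules. The cells kept numbered 4038, 12844 and 7939. Their median depth was 83 molecules in E18.5 EC, 96 in E18.5 BM cells and 242 in Adult BM cells. The most abundant target was Pecam1 in E18.5 EC with 18.6% of molecules, Srgn in E18.5 BM cells with 17.4% and Col2a1 in Adult BM cells with 17.3%. The panel as seen held 17 Wnt ligands and 8 frizzled receptors. No library had a replicate, so every interval below is a 95% interval of counting error only, and no difference between libraries could be tested. Intervals of levels and ratios are too narrow where molecules lay together in few cells. Stage cannot be told apart from library, cell preparation and depth.

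Cells were first sorted into classes with targets that enter none of the comparisons. Levels of these markers are given only to describe the classes. In E18.5 EC, 3031 cells were endothelial-like, which was 75.1% of the library (73.7 to 76.4). A further 25 cells were mesenchymal-like and 982 stayed unnamed. In E18.5 BM cells, 405 cells were endothelial-like (3.15%, 2.86 to 3.47), 3285 were haematopoietic-like (25.6%), 161 were mesenchymal-like (1.25%) and 8993 were unnamed (70.0%). In Adult BM cells, 1588 cells were endothelial-like (95% interval of the share 19.1% to 20.9%), 1731 haematopoietic-like (21.8%), 1531 mesenchymal-like (19.3%), 434 chondrocyte-like (5.47%) and 2655 unnamed (33.4%). These shares describe the libraries, since cells had been sorted or depleted before loading. They also moved with the clustering, and with 20 principal components the endothelial-like share of E18.5 EC was 48.3%. Arterial-like cells numbered 270 in E18.5 EC, 37 in E18.5 BM cells and 490 in Adult BM cells, or 8.91% (7.92 to 9.98), 9.14% (6.51 to 12.4) and 30.9% (28.6 to 33.2) of the endothelial-like cells. The gate of E18.5 EC is described both with and without endomucin, in which arterial ECs are low, and this bears on the first of these shares.

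ECs were isolated at E18.5 to ask which of them express Wnt ligands, and arterial-like cells were set against the other endothelial-like cells. In E18.5 EC, 31 ligand molecules were found in arterial-like cells and 536 in non-arterial cells. This gave 8.23 ligand molecules per 10000 panel molecules (5.59 to 11.7) in arterial-like cells and 22.8 (20.9 to 24.8) in non-arterial cells, a ratio of 0.362 (0.243 to 0.520) that was 1.02 when thinned shares of cells were compared. The share of cells with a ligand molecule was 9.26% in arterial-like cells, at a median depth of 117.5 molecules, and 6.52% in non-arterial cells, at a median of 72. Among the unnamed cells of the library it was 5.30% at a median of 121.5. After each cell was thinned to 50 molecules, which left out 30 arterial-like and 717 non-arterial cells, the shares were 4.58% (2.31 to 8.05) and 4.50% (3.64 to 5.49), against 2.32% in unnamed cells. The thinned shares did not differ beyond counting error, and no order was read from the unthinned shares, which went against the level. The order of the summed ligands rested on 1 non-arterial subcluster, number 5, which held 412 of the 536 molecules in 273 cells. Without it the other 2488 non-arterial cells stood at 5.97 per 10000 (4.96 to 7.11), and the ratio was 1.38 (0.899 to 2.06), a comparison added after the values were seen. The alternative that moved the ratio most was the first version of the naming rules, under which it was 3.07. That version left the cluster led by Gja4 unnamed and took another subcluster as arterial-like.

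Wnt2 (transcript ENSMUST00000010941.5, GRCm38 chromosome 6, 17988940 to 18030585, minus strand, 5 exons) had the most molecules of all ligands in non-arterial cells of E18.5 EC. It had 1 molecule in arterial-like cells and 362 in non-arterial cells, at 0.265 (0.00672 to 1.48) and 15.4 (13.8 to 17.0) per 10000, a ratio of 0.0173 (0.000436 to 0.0969). Without subcluster 5 the other non-arterial cells held 22 Wnt2 molecules, and the ratio of 0.251 (0.00608 to 1.55) did not exclude equal levels. The ligands with the most molecules in arterial-like cells were Wnt11 with 10, Wnt5b with 8 and Wnt9a with 6. Wnt11 (ENSMUST00000067495.8, chromosome 7, 98835131 to 98855195) had 4 molecules in non-arterial cells, so its level in arterial-like cells was 15.6 times that of the others (4.51 to 68.3). Wnt5a had 5 molecules against 3, a ratio of 10.4 (2.03 to 67.1), and Wnt9a had 6 against 11, a ratio of 3.41 (1.04 to 10.1). For Wnt5b (ENSMUST00000117171.7, chromosome 6, 119432531 to 119449386), 8 molecules stood against 77, and the ratio of 0.650 (0.271 to 1.35) did not exclude equal levels. Wnt10a had 1 molecule against 7, a ratio of 0.893 (0.0198 to 6.95), and Wnt4 had 0 against 3. Of the 5 other ligands listed for this library, none was seen in arterial-like cells and 3 in non-arterial cells, among them Wnt9b with 66 molecules. It was at least 3.52-fold lower in arterial-like cells against the limit of 3 counts, or 2.78-fold by the exact interval, but without subcluster 5 only 9 molecules were left and equal levels were not excluded.

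**Figure D1:**
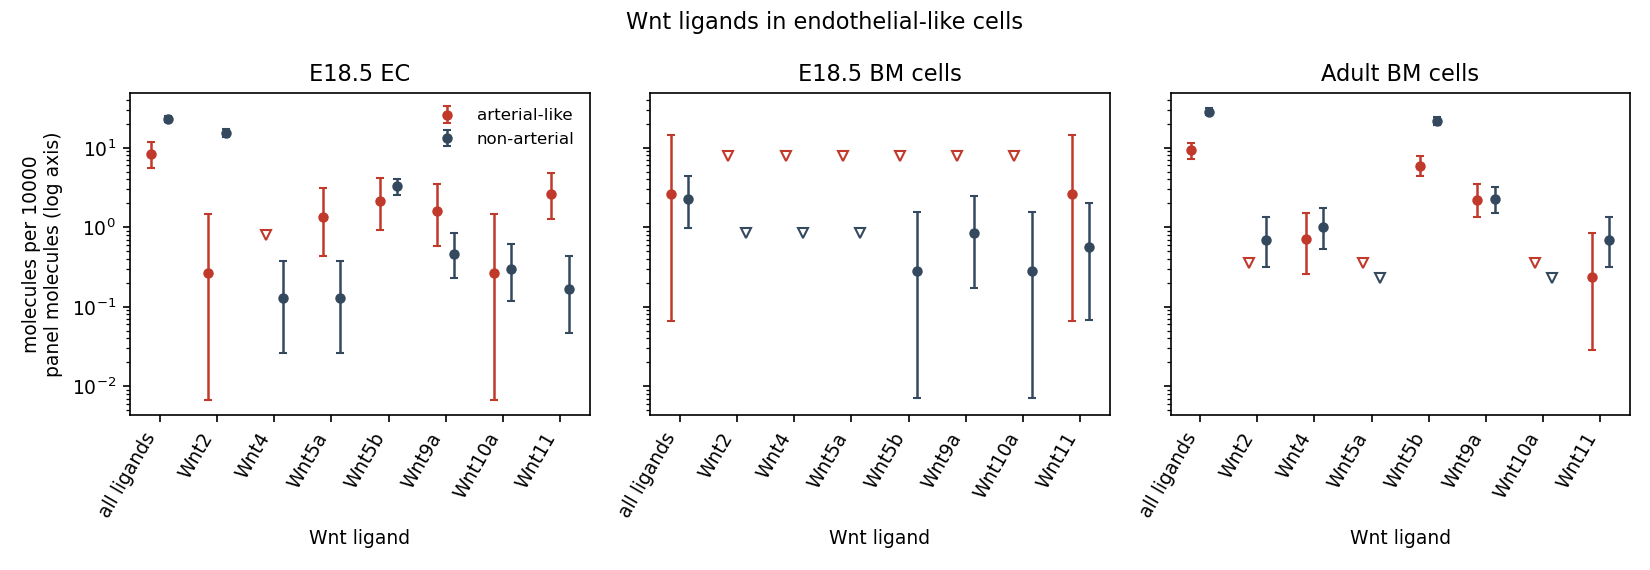
Levels of all ligands together and of 7 named ligands in arterial-like (red) and non-arterial (dark) endothelial-like cells, 1 panel per library, as molecules per 10000 panel molecules on a log axis. Points are class sums, bars are 95% Poisson intervals, and open triangles mark the limit of a count of 0; in E18.5 EC, Wnt2 stands at 0.265 in arterial-like and 15.4 in non-arterial cells, while Wnt11 stands at 2.65 and 0.170.

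Within the non-arterial cells of E18.5 EC, Wnt2 was concentrated in 1 subcluster. Of the 362 molecules, 340 lay in subcluster 5, which held 273 cells, at 122.6 per 10000 (109.9 to 136.4). Wnt2 was present in 73 of these cells (26.7%, 21.6 to 32.4) at a median depth of 89 molecules. In the unnamed cells of the library it was present in 0.102% at a median of 121.5, and in each of the other 5 subclusters it had at most 16 molecules. Thinned to 50 molecules, the share was 20.4% (15.4 to 26.2) in subcluster 5 and at most 0.755% elsewhere. Subcluster 5 also held 57 of the 66 non-arterial Wnt9b molecules. Vwf, Ecm1, Ptprc and Stab1 were among its leading targets, and leaving out endothelial-like cells with Ptprc or Postn kept 352 of the 362 Wnt2 molecules in non-arterial cells and 1 in arterial-like cells. When endothelial-like cells with at least 2 arterial markers were taken as arterial-like without clustering, 36 molecules lay in 695 such cells and 327 in 2336 others. With the log of molecules per 10000 before clustering, 253 Wnt2 molecules fell in mesenchymal-like cells. Under the first version of the naming rules the ratio of Wnt2 reversed to 2.56, with 87 molecules in the 232 cells it called arterial-like.

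**Figure D2:**
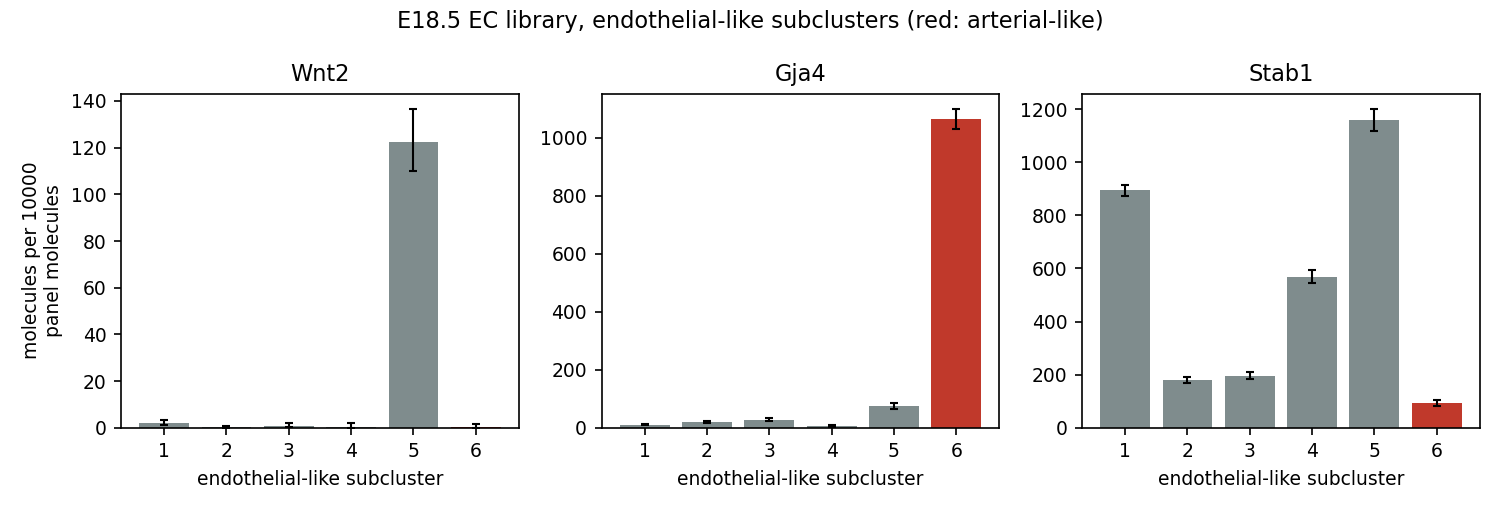
Levels of Wnt2 and of the markers Gja4 (arterial) and Stab1 (sinusoidal) in the 6 endothelial-like subclusters of E18.5 EC, as molecules per 10000 panel molecules. Bars are subcluster sums with 95% Poisson intervals, and subcluster 6, in red, is arterial-like; Wnt2 stands at 122.6 in subcluster 5 and at 2.18 or less in the others.

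The same comparison was made in the E18.5 marrow library, where endothelial-like cells were few. A single ligand molecule, of Wnt11, was found in its 37 arterial-like cells and 8 in its 368 non-arterial cells, a ratio of 1.16 (0.0261 to 8.65) that allows a difference in either direction. No Wnt2 molecule was found in the 405 endothelial-like cells, which allows a level of up to 0.763 per 10000 and a share of cells with a molecule of up to 0.741% by the limit of 3 counts (0.907% by the exact interval). Neither limits the share of cells that express it, at a median of 85 molecules per cell. The same class in E18.5 EC stood at 13.3 per 10000 (12.0 to 14.7). Wnt2 was nevertheless present in the library. Of its molecules, 576 (92.8%) lay in a single unnamed cluster of 1132 cells led by Ccn3, Aspn and Postn, at 19.4 per 10000 (17.8 to 21.01), and 34 lay in the mesenchymal-like cluster. The share of cells with Wnt2 was 14.9% in the unnamed cluster and 0.0913% in haematopoietic-like cells, at median depths of 238.5 and 81. After thinning to 50 molecules these shares were 5.12% (3.90 to 6.58) and 0.0786% (0.00951 to 0.283).

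In Adult BM cells, arterial-like cells held 79 ligand molecules at 9.25 per 10000 (7.33 to 11.5), and non-arterial cells held 366 at 28.5 (25.6 to 31.5). The ratio was 0.325 (0.252 to 0.416), and the share of cells with a ligand molecule, thinned to 50 molecules, was 4.19% (2.58 to 6.40) against 11.02% (9.17 to 13.1). Unthinned, these shares were 8.78% and 19.1%, at median depths of 151.5 and 96, against 4.16% in haematopoietic-like cells at a median of 90. Wnt5b accounted for most of the difference, with 51 molecules against 280 and a ratio of 0.274 (0.199 to 0.371). Both ratios stayed below 1 under every alternative except the first version of the naming rules, which gave 2.07 for all ligands and 2.92 for Wnt5b. Wnt9a, with 19 molecules against 29 and a ratio of 0.987 (0.523 to 1.82), and Wnt4, with 6 against 13 and 0.695 (0.217 to 1.96), did not differ beyond counting error. Wnt11 had 2 molecules against 9, a ratio of 0.335 (0.0352 to 1.62). Wnt2 had 0 against 9 and was at least 1.99-fold lower in arterial-like cells against the limit of 3 counts, or 1.31-fold by the exact interval. Wnt5a and Wnt10a were not seen in either class. Of the other ligands, Wnt9b had 0 molecules against 23 and was at least 5.09-fold lower, or 3.82-fold by the exact interval. Of the 23, 19 lay in 8 cells of subcluster 4, and the 4 molecules left without it did not exclude equal levels. Subcluster 2, which the chondrocyte genes Acan, Col10a1, Col2a1 and Pth1r led in part, held 8 of the 9 non-arterial Wnt2 and 102 of the 280 Wnt5b molecules. Without it the ratio was 0.332 (0.254 to 0.430) for all ligands and 0.279 (0.20025 to 0.383) for Wnt5b, while Wnt2 had 1 molecule left and no direction. Subcluster 1, led in part by Postn, Bglap2 and Bglap, held 173 of the Wnt5b molecules, and without it the ratio of Wnt5b was 0.405 (0.284 to 0.571) and that of all ligands 0.393 (0.297 to 0.516). As at E18.5, Wnt2 lay mainly in a cluster led by Ccn3 and Aspn, here called mesenchymal-like, with 382 molecules in 307 cells or 89.7% of the library's Wnt2.

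Arterial-like cells of E18.5 EC were then set against those of Adult BM cells. Summed ligands stood at 8.23 and 9.25 per 10000, and the ratio of 0.889 (0.567 to 1.36) did not exclude equal levels. Wnt11 was higher at E18.5, with 10 molecules against 2 and a ratio of 11.3 (2.41 to 106.4), except under the first version of the naming rules, where the ratio was 0.735. Wnt5a had 5 molecules against 0 and was at least 3.78-fold higher at E18.5 against the limit of 3 counts, or 2.08-fold by the exact interval. Wnt5b was lower at E18.5, with 8 against 51 and a ratio of 0.356 (0.146 to 0.755). Wnt9a had 6 against 19, a ratio of 0.716 (0.234 to 1.86). Wnt2 and Wnt10a each had 1 molecule at E18.5 and 0 in the adult, and Wnt4 had 0 and 6, for which counting error allows equal levels. With the arterial-like cells of the E18.5 marrow library in place of those of E18.5 EC, the ratio of summed ligands was 0.282 and rested on 1 molecule.

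Haematopoietic cells were examined for Fzd5 and Fzd9, which the study names as receptors for Wnt2. The haematopoietic-like classes were not drawn alike in the marrow libraries. At E18.5 the class held the clusters richest in Hlf and Mecom, and 79.8% of the unnamed cells also had Ptprc, at 267.6 per 10000 against 625.8 in the class. In the adult the class held nearly all cells with Ptprc, at 296.8, and 1.32% of unnamed cells had it. Fzd5 (ENSMUST00000063982.6, chromosome 1, 64730558 to 64737751, minus strand, 2 exons) stood at 15.6 per 10000 (14.3 to 17.1) in haematopoietic-like cells of E18.5 BM cells and at 8.90 (6.20 to 12.4) in endothelial-like cells, a ratio of 1.76 (1.25 to 2.55). In Adult BM cells it stood at 12.7 (11.2 to 14.5) and 5.42 (4.48 to 6.50), a ratio of 2.35 (1.87 to 2.96). Fzd9 (ENSMUST00000062572.2, chromosome 5, 135248938 to 135251230, minus strand, 1 exon) stood at 29.2 (27.3 to 31.2) against 1.02 (0.277 to 2.60) at E18.5 and at 11.5 (10.02 to 13.1) against 0.187 (0.0509 to 0.479) in the adult. Its ratios were 28.7 (11.2 to 105.6) and 61.5 (23.7 to 227.9). The excess over endothelial-like cells was larger for Fzd9 than for Fzd5 in both libraries, with intervals that did not overlap. The alternatives that moved these ratios most left Fzd9 above 1, at 6.45 at E18.5 with molecules scaled to 10000 per cell before clustering and at 7.87 in the adult with RSEC-adjusted molecules. For Fzd5 at E18.5 the former alternative gave a ratio of 0.932 (0.734 to 1.18), which does not exclude equal levels. With the class drawn by Ptprc in both libraries, an alternative chosen after the values were seen, 10335 cells of E18.5 BM cells were haematopoietic-like. Their ratio to endothelial-like cells was 1.61 (1.15 to 2.32) for Fzd5 and 10.5 (4.08 to 38.5) for Fzd9, and the adult ratios were unchanged. Fzd9 then stood at 10.6 (10.1 to 11.2) per 10000 at E18.5, against 11.5 in the adult. The intervals of the Fzd5 and Fzd9 ratios still did not overlap.

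Shares of cells gave the same order for Fzd9. Thinned to 50 molecules, Fzd9 was present in 13.9% (12.5 to 15.3) of haematopoietic-like and 0.917% (0.190 to 2.66) of endothelial-like cells of E18.5 BM cells, and in 5.88% (4.79 to 7.13) and 0.1997% (0.0412 to 0.583) of those of Adult BM cells. Unthinned shares were 19.9% and 0.988% at E18.5, at median depths of 81 and 85, and 9.19% and 0.252% in the adult, at medians of 90 and 108.5. For Fzd5 the thinned shares at E18.5 were 6.40% (5.48 to 7.42) and 4.59% (2.59 to 7.45), a difference not detectable at this depth, and the unthinned ones were 11.7% and 7.65%. In the adult they were 6.67% (5.51 to 7.996) and 3.53% (2.65 to 4.59) thinned, and 12.4% and 6.30% unthinned. Fzd5 was not confined to haematopoietic-like cells. It stood at 26.8 per 10000 (26.0 to 27.6) in unnamed cells of Adult BM cells and at 7.94 in mesenchymal-like cells, and it was lowest in chondrocyte-like cells, at 0.451 and in 0.461% of thinned cells. Nor was Fzd9 confined to them in the adult, where chondrocyte-like cells held 703 molecules of Fzd9, against 216 in haematopoietic-like cells, at a lower level of 3.77 per 10000 (3.50 to 4.06). It was present in 66.6% of them at a median depth of 4007.5 molecules and in 2.53% (1.27 to 4.49) when thinned. Unnamed cells of E18.5 BM cells held 534 molecules at 3.73 (3.42 to 4.06), of which only 140 lay outside the clusters with Ptprc in over 80% of cells, at 2.64 (2.22 to 3.12). No cluster of E18.5 EC was called haematopoietic-like, but 98.9% of its unnamed cells had Ptprc. They had Fzd5 at 13.4 (11.6 to 15.4) and Fzd9 at 2.23 (1.55 to 3.12) per 10000, against 16.2 (14.7 to 17.8) and 1.10 (0.741 to 1.57) in endothelial-like cells. The ratios were 0.828 (0.698 to 0.9795) and 2.03 (1.21 to 3.44), so Fzd5 was not higher in the cells with Ptprc of that library. Its arterial-like cells had Fzd9 at 3.72 (2.03 to 6.24) and its non-arterial cells at 0.679 (0.388 to 1.10). These levels rested on 14 and 16 molecules. Thinned to 50 molecules, the shares were 0.833% (0.101 to 2.98) and 0.440% (0.202 to 0.834), which did not differ beyond counting error. No thinned arterial-like cell of either marrow library had Fzd9.

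**Figure D3:**
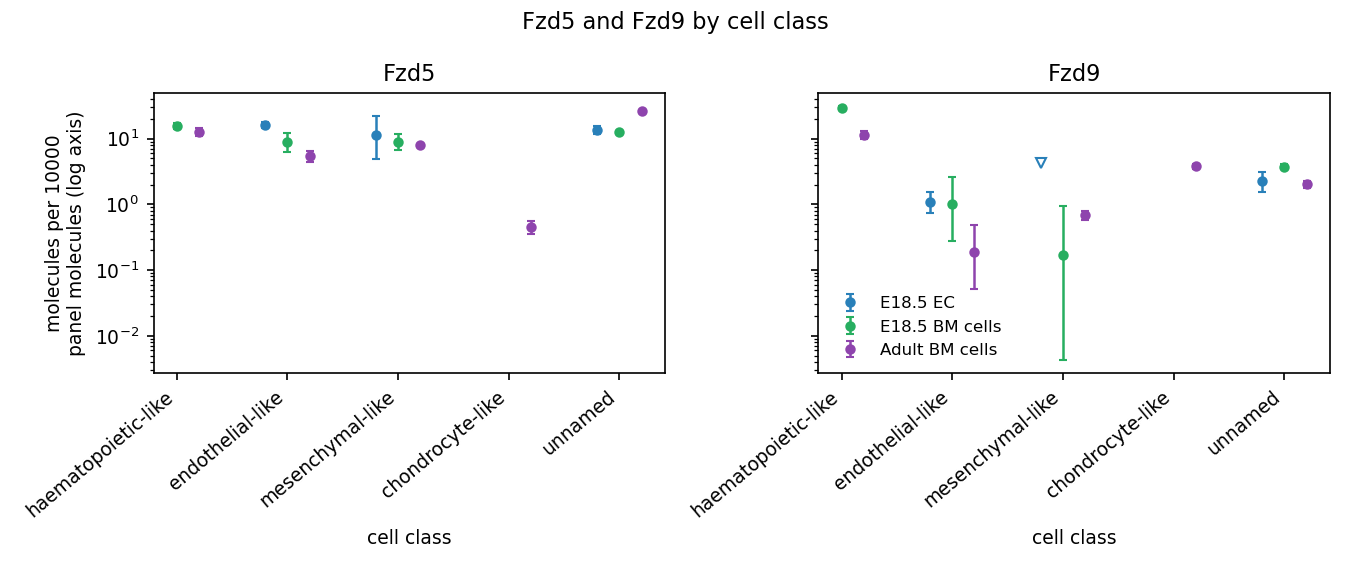
Levels of Fzd5 (left) and Fzd9 (right) by cell class in E18.5 EC (blue), E18.5 BM cells (green) and Adult BM cells (purple), as molecules per 10000 panel molecules on a log axis, with 95% Poisson intervals and open triangles at the limit of a count of 0. Fzd9 stands at 29.2 and 11.5 in haematopoietic-like cells of the marrow libraries and at 1.10 or less in endothelial-like cells of the 3 libraries, while Fzd5 lies between 5.42 and 26.8 in every class but adult chondrocyte-like cells.

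The frizzleds with the most molecules in haematopoietic-like cells were Fzd7 with 985, Fzd9 with 891 and Fzd5 with 477 at E18.5, and Fzd7 with 509, Fzd6 with 273 and Fzd5 with 239 in the adult. Fzd7 was higher in haematopoietic-like than in endothelial-like cells, by 3.63-fold (2.59 to 5.24) at E18.5 and 8.41-fold (6.53 to 10.97) in the adult. Fzd6 was lower, at ratios of 0.301 (0.253 to 0.360) and 0.171 (0.1504 to 0.195).

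Niche factors of the panel were compared between mesenchymal-like cells of E18.5 BM cells and of Adult BM cells. These classes were not made of the same clusters. The E18.5 class was 1 cluster of 161 cells led by the mural markers Rgs5 and Acta2, whereas the adult class held 4 clusters, of which the one led by Bglap gave 1820459 of the 2435255 molecules. Lepr stood at 3.68 per 10000 (2.31 to 5.58) at E18.5 and 6.05 (5.75 to 6.37) in the adult, a ratio of 0.609 (0.380 to 0.925). Kitl stood at 94.96 (87.3 to 103.1) and 44.4 (43.5 to 45.2), a ratio of 2.14 (1.96 to 2.33) that lay below the median of 3.69 over the 40 targets compared in this class. Cxcl12 stood at 31.2 (26.8 to 36.0) and 486.5 (483.7 to 489.2), a ratio of 0.0640 (0.0552 to 0.0739). Ptn stood at 37.7 (32.9 to 42.9) and 0.723 (0.620 to 0.838), a ratio of 52.1 (42.6 to 63.9). Kitl molecules are a sum over amplicons that counted nearly the same molecules in both libraries, at 1.91 and 1.90 times the highest amplicon of each cell. The intervals of Kitl levels and ratios, here and below, treat these counts as separate molecules and are therefore too narrow.

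Only Cxcl12 and Ptn kept their direction between the mural marker clusters, the only pair of like clusters compared. Between the mural marker clusters of the libraries, chosen after the values were seen, the ratio of E18.5 to adult was 2.32 (1.26 to 4.27) for Lepr, 0.681 (0.620 to 0.747) for Kitl, 0.229 (0.196 to 0.266) for Cxcl12 and 68.7 (35.5 to 152.2) for Ptn. The order of Lepr also reversed under alternatives such as resolution 0.2, with a ratio of 2.55, and that of Kitl when counted per cell, at 0.499. Most Lepr and Cxcl12 of Adult BM cells lay outside named classes, with 84.2% of Lepr and 80.3% of Cxcl12 molecules in unnamed clusters, at 54.0 and 3417 per 10000. In E18.5 BM cells, unnamed clusters held 67.8% of Lepr and 87.5% of Cxcl12 molecules, at 0.866 and 16.4 per 10000. Unnamed clusters entered neither comparison, so neither gives the order of Lepr over all stromal cells.

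Other targets left out of clustering were compared between stages by the size rule alone. Most of them stood higher at E18.5, with a median ratio of E18.5 to adult of 1.49 over 23 targets in arterial-like cells, 3.69 over 40 in mesenchymal-like cells and 1.39 over 33 in haematopoietic-like cells. Part of each fold toward E18.5 was therefore shared by the targets of the class. In arterial-like cells, Ptn (62.8-fold, 29.9 to 158.3), Lepr (5.48-fold, 2.71 to 11.8), Lgr4 (4.15-fold, 2.73 to 6.42), Myc (2.10-fold, 1.69 to 2.59) and Ccar2 (2.08-fold, 1.69 to 2.55) were higher in E18.5 EC, and Wnt5b was higher in Adult BM cells (2.81-fold, 1.33 to 6.86). Lepr there rested on 29 and 12 molecules. The arterial-like cells of the E18.5 marrow library did not show such a level of Ptn. It stood there at 5.23 per 10000 (0.633 to 18.9), from 2 molecules in 1 of 37 cells, against 51.5 (44.5 to 59.3) in E18.5 EC and 0.820 (0.330 to 1.69) in the adult, and Lepr had 1 molecule. In mesenchymal-like cells, Ptn, Fzd2 (24.3-fold), Dkk3 (17.6-fold), Fzd3 (16.6-fold) and Ccnd1 (15-fold) were higher in E18.5 BM cells, and Cxcl12 (15.6-fold), Wnt4 (5.01-fold) and Rspo2 (2.37-fold) in Adult BM cells. The mesenchymal-like classes were not made of the same clusters, so stage and kind of cell cannot be told apart in these folds. Of these targets, only Ptn and Cxcl12 were also compared between the mural marker clusters. Relative to the median of the class, Ptn was 14.1-fold, Fzd2 6.58-fold, Dkk3 4.77-fold, Fzd3 4.49-fold and Ccnd1 4.07-fold higher, and in arterial-like cells Myc and Ccar2 were 1.41-fold and 1.39-fold higher. In haematopoietic-like cells, Wnt6 (7.08-fold, 3.44 to 16.9), Cdk14 (4.78-fold, 2.87 to 8.45), Wnt10a (4.68-fold, 1.84 to 15.2), Ccnd1 (4.32-fold, 4.08 to 4.56) and Wnt4 (3.87-fold, 1.73 to 10.2) were higher at E18.5, and Cxcl12 (46.3-fold, 32.5 to 68.0) and Kitl (3.92-fold, 2.76 to 5.66) in the adult. These classes were not drawn alike, and with the class drawn by Ptprc in both libraries the median ratio was 0.90001 over 35 targets. Wnt6 (3.93-fold, 1.95 to 9.22), Cdk14 (4.40-fold, 2.72 to 7.61) and Ccnd1 (2.74-fold, 2.60 to 2.90) then stayed higher at E18.5, and Cxcl12 (38.3-fold) and Kitl (3.45-fold) in the adult. Wnt10a (2.18-fold, 0.890 to 6.91) and Wnt4 (1.29-fold, 0.587 to 3.34) no longer excluded equal levels. Cxcl12 in adult haematopoietic-like cells stood at 2.94% of its level in the mesenchymal-like and unnamed cells of that library, within the 2.69% to 32.6% found for the 5 other most abundant targets of those cells. Kitl was not set against such a background. In the adult it stood at 5.91 per 10000 in haematopoietic-like cells, against 44.4 in mesenchymal-like and 261.7 in unnamed cells. Free RNA of those cells therefore stays open for its difference too. None of these differences has a replicate, and each is a difference between libraries.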

Values the study reported

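The study reported 12,884 lineage-depleted cells and 4043 ECs recovered at E18.5, and 7948 lineage-depleted cells from adults. It gave a sequencing saturation of 94.93% for the E18.5 lineage-depleted cells, 97.97% for the E18.5 ECs and 87.31% for the adult cells. Its panel was described as covering 153 genes. Material came from 8 embryos for the lineage-depleted cells, another 8 for the ECs, and 4 adult mice.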

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

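In this part, the tests of Fzd6, of depth and of how the class was drawn on the summed frizzleds, the tests of free RNA on the E18.5 BM cells and adult libraries and the test of a few cells in E18.5 EC were chosen only after the result was seen. The other tests were chosen before it.

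The summed level of the 8 frizzleds in haematopoietic-like cells was above that of endothelial-like cells in E18.5 BM cells, at a ratio of 1.25 (95% interval of counting error 1.11 to 1.41), and below it in Adult BM cells, at 0.639 (0.597 to 0.684). Both orders held under every scaling tried, at 1.15 to 1.32 and 0.515 to 0.874, but the E18.5 order did not hold when the class was drawn by Ptprc, nor the adult order without Fzd6. This difference in direction between the libraries was not tested, since each stage has 1 library, and it was the only one to stand out among 26 ratios compared. Depth per cell is excluded as the whole cause of the adult order. At 50 molecules per cell a frizzled was present in 28.6% (26.4 to 30.9) of haematopoietic-like and 43.8% (41.3 to 46.4) of endothelial-like cells, a ratio of 0.653. At E18.5 these shares were 36.1% (34.3 to 38.0) and 31.5% (26.5 to 36.8), a ratio of 1.15. Their intervals overlap, so the shares alone leave depth open for that order. The ratio of thinned molecules there was 1.26 (1.05 to 1.52), which argues against depth as its whole cause. The share taken by the most abundant targets is excluded only as the whole cause, since without the 5 most abundant of each class the ratios were 0.874 (0.816 to 0.935) and 1.29 (1.15 to 1.46). It moved the adult ratio from 0.639 nearer to 1 than the other scalings did, so it stays open as a part. A candidate explanation for the opposite orders is that the haematopoietic-like classes were not drawn alike. The E18.5 class was the part of the cells with Ptprc that was richest in Hlf and Mecom, and the adult class nearly all of them. With clusters with Ptprc in over 80% of cells taken as the class, the E18.5 ratio was 0.803 (0.716 to 0.903), and the adult ratio was unchanged, so both orders were the same. A second candidate explanation, for the order in the adult, is a single receptor, because without Fzd6 the adult ratio was 2.27 (2.04 to 2.53) and the E18.5 ratio 2.68 (2.23 to 3.24), or 1.65 (1.38 to 1.99) with the class drawn by Ptprc. Fzd6 held 77.7% of the frizzled molecules of adult endothelial-like cells and 60.3% of those at E18.5. Leaving out any 1 of the other receptors kept the adult ratio at or under 0.717. At E18.5 the sum rested on single receptors too, since without Fzd7 or without Fzd9 the ratio fell to 0.936 or 0.880. A difference of stage is not needed for the opposite orders. For the sizes of the ratios it stays open and untested, and it cannot be told apart from the separate preparation of the libraries.

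Ligand molecules were also found in clusters that carry no name and enter no comparison. In E18.5 EC, 18 molecules of Wnt11 lay in 13 unnamed cells, a group in which 98.9% of cells had Ptprc. At 50 molecules per cell, 0.552% of unnamed cells (0.180 to 1.28) and 0.306% of endothelial-like cells (0.123 to 0.630) had Wnt11, and unthinned the shares were 1.32% and 0.396% at median depths of 121.5 and 74. The 5 highest cells held 55.6% of the molecules. With so few molecules, neither free RNA nor a few cells could be told apart from expression in the unnamed cells. No biological explanation was tested.

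In E18.5 BM cells, 889 molecules of Wnt11 lay in unnamed clusters, most of them in the cluster led by Ccn3, Aspn and Postn, which held 781. Free RNA at a like share in all cells was excluded, since 2.32% of unnamed cells (1.99 to 2.68) had Wnt11 at 50 molecules against 1.10% of haematopoietic-like cells (0.732 to 1.59). Unthinned, these shares were 5.33% and 1.31% at median depths of 104 and 81. A few cells were excluded as well, since the 5 highest of 479 cells held 4.61% of the molecules. That cells of this cluster express Wnt11 is a hypothesis, found and tested on the same library, and no biological explanation of it was tested.

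In Adult BM cells, 2439 molecules of Wnt4 lay in unnamed clusters, with 1405 in cluster 2 and 999 in cluster 4, both led in part by Cp. Wnt4 was present in 10.4% of unnamed cells (9.31 to 11.7) at 50 molecules and in 0.245% of haematopoietic-like cells (0.0668 to 0.626), which excluded free RNA alone. Unthinned, the shares were 46.1% and 0.347% at median depths of 390 and 90. The 5 highest of 1224 cells held 2.09% of the molecules. Mesenchymal-like cluster 5 and chondrocyte-like cells held a further 987 and 1204 molecules, so Wnt4 was not confined to the unnamed clusters. That these cells express Wnt4 is again a hypothesis, and the kind of cell they are was not tested.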

How the results depend on the processing

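Each result was recomputed under 13 alternatives chosen in advance and 15 chosen after seeing the data, as far as an alternative could change it. The added ones are the 4 other transformations and scalings used before clustering, the other numbers of neighbours and components, another random seed, the first version of the naming rules, the highest amplicon of a target, drawing the haematopoietic-like class by Ptprc, and leaving out endothelial-like cells with Ptprc or Postn or the non-arterial subcluster with the most Wnt2 or with the most of the ligand compared. Values are given as ratios of the classes or stages in the order used above. Removal of doublets by Scrublet, also chosen in advance, was not run because the caller marked 2, 0 and 0 cells. No value could be had for haematopoietic-like cells of E18.5 BM cells with unit variance or 20 components, nor for mesenchymal-like cells between stages with the 3 libraries clustered together, as a library then lacked the class. Nor could one be had for Cxcl12 without the most abundant targets, of which it is one, or for thinned shares of Wnt11 between stages, with 0 cells in the adult. No paired analysis was possible because the groups share only replicate number 1, with 1 library each.

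A result was counted as stayed within the counting interval of the main value or close to a main count. It was counted as coming to the other side of 1 only where the main interval excluded 1. Of the results that answer a comparison, 97 stayed under the alternatives chosen in advance, 20 moved and 1 came to the other side of 1. Under the added alternatives 107 stayed, 30 moved and 5 came to the other side of 1. For single genes the counts were 117, 38 and 5 under those chosen in advance and 135, 37 and 8 under added ones. Crossings from a main interval that included 1 were counted as stayed or moved, so more values lie on the other side of 1. Not all of the crossings counted here exceed counting error.

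Fzd9 was above 1 in both libraries under every alternative that gave a value, from 6.45 to 37.8 at E18.5 and 7.87 to 234.4 in the adult. So were Wnt11 (5.71 to 52.8) and Wnt9a (2.13 to 8.52) in arterial-like against non-arterial cells of E18.5 EC, Fzd5 in the adult (1.66 to 5.09) and Ptn between stages (12.2 to 104.1). Cxcl12 stayed below 1, from 0.0149 to 0.396. The ratio of summed ligands in E18.5 BM cells ranged from 0.471 to 3.35, within its counting interval. That between stages in arterial-like cells crossed 1 under 9 of 25 alternatives, so it has no direction.

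The unit of counting moved several values. RSEC-adjusted molecules gave 0.515 for adult summed ligands, 1.66 for adult Fzd5 and 7.87 for adult Fzd9, and raw molecules gave 0.461, 1.87 and 11.8. Molecules per cell gave 0.591 for summed ligands in E18.5 EC and 0.484 in the adult, and reversed Kitl to 0.499. The mean over cells gave 0.553 for ligands between stages and reversed Kitl to 0.894. Without the 5 most abundant targets adult Fzd5 was 3.21. Thinned shares of cells put the ligands of E18.5 EC at 1.02 and Kitl at 0.996. The shares behind each did not differ beyond counting error, so neither is an order in the other direction. For the thinned share, construction shows the cause in part, since a share ignores how many molecules a cell holds. For the others the cause was not tested.

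Clustering moved others, and the cause was not tested. With at least 50 molecules per cell, the endothelial-like share of E18.5 EC was 71.1%, adult ligands were at 0.238 and Lepr was at 1.35 (0.840 to 2.07). Resolution 0.2 gave 0.2504 for adult ligands and reversed Lepr to 2.55, and resolution 1.0 gave 0.242 for adult ligands. With the 3 libraries clustered together adult Fzd5 was 5.09. Arterial-like cells taken by 2 markers gave 0.741 for adult ligands. With E18.5 BM cells as the E18.5 library, ligands between stages stood at 0.282, resting on 1 molecule.

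Among the added alternatives, the log of molecules per 10000 gave 0.669 for ligands in E18.5 EC and 6.45 for E18.5 Fzd9, put E18.5 Fzd5 at 0.932 (0.734 to 1.18), which has no direction, reversed Lepr to 1.81, and put the endothelial-like share at 54.7% of E18.5 EC and 7.46% of E18.5 BM cells. The square root gave a share of 51.7% in E18.5 EC and reversed Lepr to 3.01. Pearson residuals gave 65.3% in E18.5 EC and 22.0% in the adult and put Lepr at 1.17 (0.686 to 1.86). Unit variance gave shares of 61.5%, 5.85% and 21.6% in E18.5 EC, E18.5 BM cells and Adult BM cells, 0.538 for adult ligands and 3.38 for adult Fzd5. With 30 neighbours the share of E18.5 EC was 51.2%, its ligands were at 0.237 and Lepr reversed to 2.47. With 15 components these values were 48.4%, 0.229 and 2.14, and with 20 components the first 2 were 48.3% and 0.236. Another seed gave 0.25 for adult ligands. Leaving out cells with Ptprc or Postn gave 234.4 for adult Fzd9. The haematopoietic-like class drawn by Ptprc gave 10.5 for E18.5 Fzd9, because it takes in clusters with less Fzd9. The number of niche factors lower at E18.5, which was 2 of 4, was 3 by molecules per cell and the mean over cells, under which Kitl was below 1. It was 3 by thinned shares too, but the shares of Kitl, at 33.75% (26.5 to 41.6) and 33.9% (31.5 to 36.3), were equal within counting error and do not make it a factor that was lower. It fell to 1 with at least 50 molecules, at resolution 0.2, and with the log of molecules per 10000, square root, Pearson residuals, 30 neighbours and 15 components, under which Lepr was above 1, within counting error for the first and for Pearson residuals. For these too the cause was not tested. The value of 1 without the 5 most abundant targets comes from its construction, since Cxcl12 then drops out and 1 of the 3 left was lower. Leaving out the subcluster with the most Wnt2, which also had the most ligand molecules, put the ligands of E18.5 EC at 1.38, with an interval that includes 1, because it held 412 of the 536 non-arterial ligand molecules.

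The first version of the naming rules changed several orders. It reversed summed ligands to 3.07 in E18.5 EC and 2.07 in the adult, Wnt2 in E18.5 EC to 2.56 and adult Wnt5b to 2.92, and put Wnt11 between stages at 0.735 (0.0700 to 4.49). It also gave 1.45 for ligands between stages, 1.82 for adult Fzd5, and endothelial-like shares of 57.4% in E18.5 EC and 13.7% in the adult. Its construction shows the cause: arterial markers did not count as endothelial, so the clusters led by Gja4, of 267 cells in E18.5 EC and 498 in the adult, stayed unnamed. In E18.5 EC, a subcluster led by Mgp, Acta2, Fbn1 and Vwf, of 232 cells with 87 Wnt2 molecules, then took the arterial-like name. Under the other clusterings Wnt2 had 0 or 1 molecule in arterial-like cells of E18.5 EC. The log of molecules per 10000 and unit variance, however, put 253 and 82 of its molecules in mesenchymal-like cells.

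Depth limits the ligand comparisons. In E18.5 BM cells, 9 ligand molecules in all endothelial-like cells cannot show a difference, and in E18.5 EC the ratios of Wnt5a, Wnt9a and Wnt11 rest on 10 or fewer molecules in arterial-like cells. With 1 library per group no alternative can show variation between animals.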

Other observations

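In this part, the tests of depth, free RNA and non-endothelial cells on Wnt2 in E18.5 EC, of too few cells and of misplaced cells in E18.5 BM cells, of free RNA on the clusters led by Ccn3 and Aspn, and both amplicon tests were chosen only after the result was seen. The other tests were chosen before it.

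Wnt2 of the endothelial-like cells of E18.5 EC lay almost wholly in non-arterial subcluster 5. Several technical explanations were excluded. Depth was not the limit, since the non-arterial level gives 57.9 Wnt2 molecules in arterial-like cells (at least 43.9 by counting error) and 1 was seen. The molecules did not come from a few cells, as the 5 highest cells held 29.7% of the 340 molecules and the highest held 35. Free RNA alone was excluded, since at 50 molecules Wnt2 was present in 20.4% of the subcluster's cells (15.4 to 26.2) and in 0.755% (0.246 to 1.75) of the next highest subcluster. Doublets with cells of the kind led by Ccn3 and Aspn were excluded, because Aspn or Postn was present in 1.37% of cells with Wnt2 and 1% of those without it, against 100% of that cluster in E18.5 BM cells. Cells with Wnt2 had a median depth of 112 molecules and the others 79.5.

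The identity of these cells was tested with markers that had also served in clustering, which limits what the tests can show. At 50 molecules, Kdr or Pecam1 was present in 100% of the Wnt2 cells (68 of 68, lower limit 94.7), as in the other cells of the subcluster, and in 69.9% (66.8 to 72.9) of unnamed cells, so they were not cells without endothelial markers. Stab1 was present in 98.5% of the Wnt2 cells against 38.3% of arterial-like cells. The arterial markers Sema3g and Hey1 were present in 0% and 4.41% of the Wnt2 cells against 81.3% and 73.3% of arterial-like cells. Gja4 stood between, with 29.4% of the Wnt2 cells, 4.30% of the other non-arterial cells outside the subcluster and 97.5% of arterial-like cells. Misplaced arterial cells were excluded as the whole cause, because in endothelial-like cells with 2 or more arterial markers the level of Wnt2 was 0.239 times that of the others (0.164 to 0.338). Of the 36 molecules in those cells, 31 were in subcluster 5. A candidate explanation is a set of venous or sinusoidal ECs, some with Gja4, that express Wnt2, although 2 of the added clusterings put part of the Wnt2 cells among mesenchymal-like ones, and this remains a hypothesis found and tested on the same library.

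Endothelial-like cells of E18.5 BM cells held no Wnt2. The number of cells is not the whole cause, since the level of E18.5 EC gives 52.3 molecules in them (at least 39.1). ECs with Wnt2 placed in other classes were not excluded. Of the 191 Wnt2 cells of that library, 2 had both Kdr and Pecam1, which counting error allows to be up to 7.22, and 67.4% of its endothelial-like cells had both. The share of Wnt2 cells in E18.5 EC would give 7.57 such cells, but the lower share of like cells described next would give 1.98. The cells that carry Wnt2 may also be rarer there. Of the endothelial-like cells of E18.5 BM cells, 2.72% (1.36 to 4.81) had mostly cells of subcluster 5 as neighbours, against 8.31% (7.36 to 9.35) of those of E18.5 EC. At that share the library would hold 2.94 cells with Wnt2 and 13.7 molecules, and a count of 0 cells allows up to 3, so the test leaves this open only narrowly. The sort of E18.5 EC and the separate embryos stay open.

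In both marrow libraries Wnt2 lay mainly in clusters led by Ccn3 and Aspn, which are not endothelial-like. Its paralog Wnt2b had 0.835% as many molecules there, 8 against 958, which argues against a shared amplicon. At 50 molecules, 5.12% of the E18.5 cluster and 11.2% of the adult cluster had Wnt2 against 0.0786% and 0.0612% of haematopoietic-like cells, so free RNA alone was excluded. The 5 highest cells held 10.9% of the cluster's Wnt2 at E18.5 and 21.5% in the adult, so it did not rest on a few cells. Expression by a stromal cell present at both stages is a hypothesis with no further test here.

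Cxcl12 in haematopoietic-like cells of Adult BM cells was consistent with free RNA of other cells. It stood at 2.94% of its level in mesenchymal-like and unnamed cells, while the 5 other most abundant targets of those cells stood at 2.69% (Bglap), 2.98% (Bglap2), 4.12% (Prg4), 9.54% (Mgp) and 32.6% (Bglap3). The Bglap genes are near-identical copies and are not independent. The higher Cxcl12 of this class in the adult is therefore no evidence of expression by haematopoietic cells.

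A target with more than 1 amplicon may count a molecule at each. Apc had 3 amplicons, of which the 2 with the most molecules were compared, and Kitl had 2. The split of molecules between the amplicons compared varied over cells at most 0.157 times as much as independent molecules would, over 6 pairs of target and library, and the lower count of a pair was at least 0.940 times the higher. This suggests that the same molecules were counted at both amplicons compared. The sum of Kitl was 1.95, 1.91 and 1.90 times the highest amplicon of each cell in E18.5 EC, E18.5 BM cells and Adult BM cells. That of Apc over its 3 amplicons was 1.92, 1.83 and 1.73 times the highest, and its remaining amplicon was not compared. For Cdc73, Sox9, Fbn1 and Wnt4 the variation was at least 0.874 times that of independent molecules over 7 pairs, which excludes such double counting as the rule for them. The test had been planned as a median over all 13 pairs, which was 0.874 and mixed both kinds, and it was split after that was seen. Ratios of Kitl between libraries change little, since both sums are raised by nearly the same factor. The intervals of these ratios are too narrow, because they treat the summed counts as separate molecules.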
